A study of Homo sapiens with 4 samples. Its data were reported in "CD95/Fas ligand mRNA is toxic to cells" (2018).

How the data were processed

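Short RNAs in total RNA were sequenced from HeyA8 CD95 k.o. clone #11 cells, a line that goes back to a human ovarian adenocarcinoma. The cells had been infected with empty pLenti or with pLenti carrying the CD95L open reading frame and selected with puromycin at 3 ug/mL, and RNA was harvested 50 h after plating. The labels put 2 libraries in the vector group and 2 in the CD95L group. They do not say that the libraries of a group came from separate cultures. The study's methods describe infection, selection, plating and harvest and state that all of this was run in duplicate, without naming separate infections. P-values measure a spread between these libraries, largely pooled across genes, that may be technical. Per the labels, RNA was extracted with a miRNeasy kit including DNase digestion, libraries were made with an Illumina small RNA kit and sequencing was done on an Illumina HiSeq instrument.

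According to the study's methods, the authors trimmed reads with TrimGalore, aligned them with TopHat to the human build hg38, counted reads per gene with HTSeq and tested groups with edgeR. The submitters' processing notes also name Bowtie2. Tool versions, the annotation release, the strand setting of the counting step and the edgeR test used are not given in the sources used here. The deposited table holds 1 value per gene and library in CPM, the reads of a gene scaled to the same total in every library, which the authors computed from all reads assigned to genes, with no further scaling factor. Beside these values the authors deposited a log2 average CPM, a log2 fold change, a p-value and its Benjamini-Hochberg adjusted p-value over all 26485 listed genes, of which 6185 had no reads in any library. All 4 value columns belong to a sample.

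Each library's CPM values were whole multiples of the value of 1 read, so the reads behind them could be recovered. In every library 100% of the values came out whole, with a tolerance of 0.01 reads. The recovered totals were 15896963 and 16705302 reads for vector replicates 1 and 2, and 13283909 and 16106393 reads for CD95L replicates 1 and 2. Between 0.060 and 0.075 CPM thus stand for 1 read. Reads per gene carry no position within the gene. A gene value in these libraries is the number of short reads that fell on its exons, not its mRNA level, and reads of a small RNA that lies within an exon are counted with the host gene. Without a stated strand setting, reads of overlapping and antisense genes cannot be told apart, and near-identical copies (RNU4-1 and RNU4-2, histone genes, SNORD116 genes and miRNA genes with several copies) are uncertain because reads that fit several copies could be dropped or placed on one of them.

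The comparison was planned as an edgeR quasi-likelihood test on counts. Since the deposited values are CPM, the test reported is limma (version 3.58.1) with an intensity trend on log2(CPM / TMM factor + 0.5), two-sided, with a Benjamini-Hochberg adjusted p threshold of 0.05. Fold changes are therefore on the log2(CPM + 0.5) scale, which understates the change of genes with few reads. In this fit limma borrowed 111.8 prior degrees of freedom across genes. A p-value thus rests mostly on the spread pooled over genes of similar intensity and little on the gene's own libraries. Genes were kept with edgeR's filterByExpr (version 4.0.16) on the recovered reads, with a minimum count of 10 in 2 libraries and a minimum total of 15, which left 3878 genes holding 99.7% to 99.8% of the reads. TMM factors were 0.945 and 1.01 for the vector libraries and 1.13 and 0.931 for the CD95L libraries. The quasi-likelihood test on recovered reads was run as an alternative instead and called 340 genes higher and 283 lower in CD95L.

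The fitting step was tested on simulated reads for 3913 genes drawn from these libraries' means and depths. With limma, 45% of genes changed by 2-fold and 74% of genes changed by 4-fold were recovered, with 3 false calls, and a simulation without any change gave 0 limma calls at the adjusted threshold, with 4.77% of its 3901 genes at an unadjusted p below 0.05. The simulated genes varied independently, with the same dispersion in both groups. In the real libraries the CD95L pair differed more than the vector pair, and miRNA genes had an estimated correlation of 0.556. The simulated false calls may therefore understate those in the real data. Intervals for reads and shares cover counting error only, since reads amplified by PCR are not independent molecules. A count of 0 allows up to 3 reads, which is 0.180 to 0.226 CPM depending on the library.

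RNA classes were assigned by gene symbol, and gene lists for small RNA families, miRNA clusters, the RNAi machinery, translation, histones, survival, stress, cell cycle, death receptor, epithelial and mesenchymal genes, and markers of blood and immune cells and of miRNAs of other tissues were written before the data were examined, as were the comparisons, the alternatives not described as added, and the rule for named genes. That rule takes FASLG and FAS, the 10 genes with the largest fitted rise and the 10 with the largest fitted fall among those past the threshold with a mean of at least 10 reads and no overlap between groups, up to 2 members per direction with the smallest adjusted p and the 2 most abundant members of each list, and the 6 most abundant genes. It gave 112 genes. Lists and classes with at least 3 tested genes (28 in all) were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and p-values were adjusted over these 28. At an estimated correlation camera rests on the few residual degrees of freedom of these 4 libraries and has little power. Every list then had the same adjusted p of 0.91, so that this form does not separate the lists. Shares of reads per RNA class were compared with an exact permutation test, which with 2 against 2 libraries cannot go below p = 0.333.

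Gene positions, exonic length and GC content were taken from GENCODE release 44 on hg38, the build the submitters' notes name. Of the listed genes, 23161 matched by symbol, 1375 by an older symbol or synonym and 1949 did not match. Alternatives covered other scaling factors, DESeq2 (version 1.42.0), edgeR's likelihood ratio and exact tests, limma-voom, other filters and thresholds, the replicate number as a block, and each library left out in turn. Pseudocounts of 0.1, 1 and 2 CPM and limma without an intensity trend were added after the data were seen.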

Results

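To determine which short RNAs change when cells that lack a functional CD95 receptor express CD95L mRNA, total small RNA was compared between HeyA8 CD95 k.o. cells carrying pLenti-CD95L and the same cells carrying the empty vector. HeyA8 is a human ovarian cancer line. Clone #11 carries a deletion of 227 bp on chromosome 10 (89008920 to 89009146, hg38), which removes 78 bp of exon 4 of FAS, the CD95 gene, and part of the intron behind it. Each group had 2 libraries, taken 50 h after plating. The vector libraries held 15896963 and 16705302 gene-assigned reads and the CD95L libraries 13283909 and 16106393, so that 1 read stood for 0.060 to 0.075 CPM. The CD95L pair differed more from each other than the vector pair did. Over genes, chi-square per degree of freedom was 32.6 between CD95L replicates and 3.65 between vector replicates. By this measure CD95L replicate 1 lay about as far from vector replicates 1 and 2 (32.44 and 30.005) as from CD95L replicate 2. CD95L replicate 2 lay further from vector replicates 1 and 2 (70.49 and 71.78). Pearson correlations of log2 values were 0.9806 within CD95L, 0.9839 within vector and 0.9634 to 0.9657 between libraries of different groups.

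The transgene was detected as short reads on FASLG, the gene of the CD95 ligand (chromosome 1, 172659103 to 172666876, plus strand). Vector replicates 1 and 2 had 1 and 0 FASLG reads, whereas CD95L replicates 1 and 2 had 25 and 32, or 1.88 and 1.99 CPM (95% exact Poisson intervals of 1.22 to 2.78 and 1.36 to 2.80). These were 0.000188% and 0.000199% of all reads. Summed over both libraries, FASLG was 63.2-fold higher in CD95L, with a counting interval of 10.9 to 2540.7. On the log2(CPM + 0.5) scale FASLG rose by 2.17 (SE 0.30, limma adjusted p = 4.8e-09). Without vector replicate 1 limma gave an adjusted p of 0.36, and edgeR 0.00014. FAS (chromosome 10, 88953813 to 89029605) had 11 and 17 reads in the vector libraries and 11 and 12 in the CD95L libraries (log2 change -0.10, limma adjusted p = 0.89). As per-gene totals carry no position and most of FAS lies outside the deletion, FAS reads do not check the knockout.

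Most reads came from C/D box snoRNAs, guides of ribose methylation in ribosomal RNA. They made up 84.5% ± 0.222 of reads in vector libraries and 87.1% ± 3.27 in CD95L libraries (SD, n = 2 each). The 6 genes with the highest mean CPM over the libraries, SNORD44, SNORD68, SNORD42A, SNORD99, SNORD12 and SNORD29, had mean levels of 42766 to 89433 CPM in CD95L, and none of these 6 passed limma (adjusted p of 0.54 or larger). With library totals SNORD44 (log2 change 0.16, adjusted p = 0.011), SNORD68 (0.15, 0.041) and SNORD99 (-0.21, 0.0086) passed, and SNORD99 did so without CD95L replicate 2 (-0.49, 0.00016). miRNA genes took 10.7% and 10.9% of reads in vector replicates 1 and 2 (95% Wilson intervals of 10.71% to 10.74% and 10.85% to 10.88%) and 9.64% and 5.70% in CD95L replicates 1 and 2 (9.62% to 9.65% and 5.69% to 5.71%). The group means were 10.8% ± 0.098 and 7.67% ± 2.79, a difference of -3.13 percentage points with an exact permutation p of 0.333, the smallest that 2 against 2 libraries can give. Without CD95L replicate 2 the difference was -1.16 points and without CD95L replicate 1 it was -5.10. Outside the structural RNA classes, miRNA genes held 80.8% and 79.9% of reads in vector libraries and 76.7% and 71.1% in CD95L libraries. Spliceosomal snRNA took 0.517% ± 0.0203 of vector reads and 0.836% ± 0.0633 of CD95L reads, and Y RNA 0.437% ± 0.0160 and 0.322% ± 0.0229, each with no overlap between the groups. The snRNA rise came from RNU4-1: without that gene the class took 0.467% and 0.448% of reads in vector replicates 1 and 2 and 0.441% and 0.436% in CD95L replicates 1 and 2. H/ACA box snoRNA took 1.196% ± 0.0162 and 1.38% ± 0.00699. Genes outside the named classes took 2.05% ± 0.104 and 2.19% ± 0.385, and each remaining class was below 0.3% of reads.

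**Figure D1:**
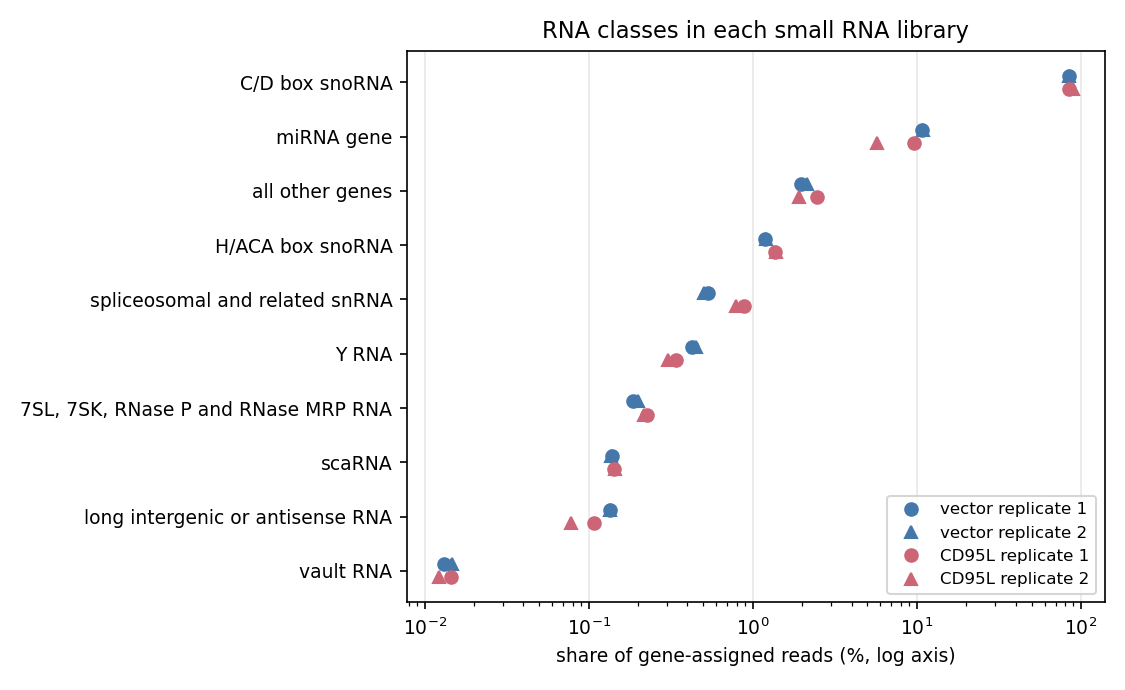
Share of gene-assigned reads in each RNA class on a log axis, in percent, with 1 point per library (circles replicate 1, triangles replicate 2; blue vector, red CD95L). miRNA genes sit at 10.7% and 10.9% in the vector libraries and at 9.64% and 5.70% in the CD95L libraries, while spliceosomal snRNA is higher in both CD95L libraries than in both vector libraries, through RNU4-1 (without it 0.467% and 0.448% in vector and 0.441% and 0.436% in CD95L libraries).

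Of 3878 genes tested, 337 were higher and 290 lower in CD95L cells, and 3251 did not pass (limma, adjusted p below 0.05). Of these, 331 and 272 changed by at least 1.5-fold. In 335 of the higher and 284 of the lower genes both CD95L libraries lay outside the range of the vector libraries. Most genes that rose were protein-coding, 295 of 3190 tested against 169 that fell, whereas of the 515 small RNA genes tested 21 rose and 100 fell. With library totals in place of TMM factors 71.3% of the calls were higher (241 against 97), and with TMM factors from miRNA genes alone 96.7% (782 against 27), compared with 53.7% in the fit reported. Leaving out vector replicate 1 ended every limma call, whereas edgeR still called genes. In that fit limma borrowed 1.76 prior degrees of freedom across genes, against 111.8 in the fit reported. The limma call of a gene lost there, for FASLG above as for the genes below, thus follows from the fit and does not tell genes apart. Without vector replicate 2 limma called 216 and 110. At an adjusted p below 0.05 the authors' deposited table held 268 higher and 225 lower genes.

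Most of the genes with the largest rises had few reads in vector cells. TMTC4, an endoplasmic reticulum mannosyltransferase gene (chromosome 13, 100603625 to 100675093, minus strand), had 0.774 ± 0.418 CPM in vector and 21.2 ± 2.16 CPM in CD95L libraries (SD, n = 2 each; log2 change 4.07, SE 0.24). ERMP1, which encodes an endoplasmic reticulum metallopeptidase (chromosome 9, 5749832 to 5879537, minus strand), went from 2.56 ± 0.567 to 48.9 ± 17.03 CPM, a log2 change of 3.92 (SE 0.21). The zinc finger gene BNC2 rose from 5.08 ± 0.863 to 52.3 ± 7.87 CPM and ATP4A, the catalytic subunit of the gastric proton pump, from 5.99 ± 0.774 to 47.9 ± 11.2 CPM. NOS1 (neuronal nitric oxide synthase), TMEM184A, VPS4A (an ATPase that disassembles ESCRT complexes), CYP4F2 and the miRNA gene MIR4792 rose by 2.86 to 3.35 on the log2 scale, and RNU4-1, a gene of the U4 spliceosomal snRNA, by 2.67. The largest falls were smaller. LDLRAD4, a negative regulator of TGF-beta signaling (chromosome 18, 13217498 to 13652755, plus strand), had 19.1 ± 0.112 CPM in vector and 4.94 ± 2.07 in CD95L libraries (log2 change -1.97, SE 0.22). COBLL1 changed by -1.87, SLC32A1 (the vesicular GABA transporter) by -1.79 and PLS3, which encodes the actin-bundling plastin 3, by -1.77, from 166 ± 28.6 to 53.1 ± 22.99 CPM. DDX60L, MIR301A, RIC8B, METTL7A, FAM183CP and CDHR5 completed the 10 largest falls, with log2 changes between -1.68 and -1.56. All of these passed limma at adjusted p values of 1.7e-06 or smaller, and all kept their direction whichever library was left out.

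**Figure D2:**
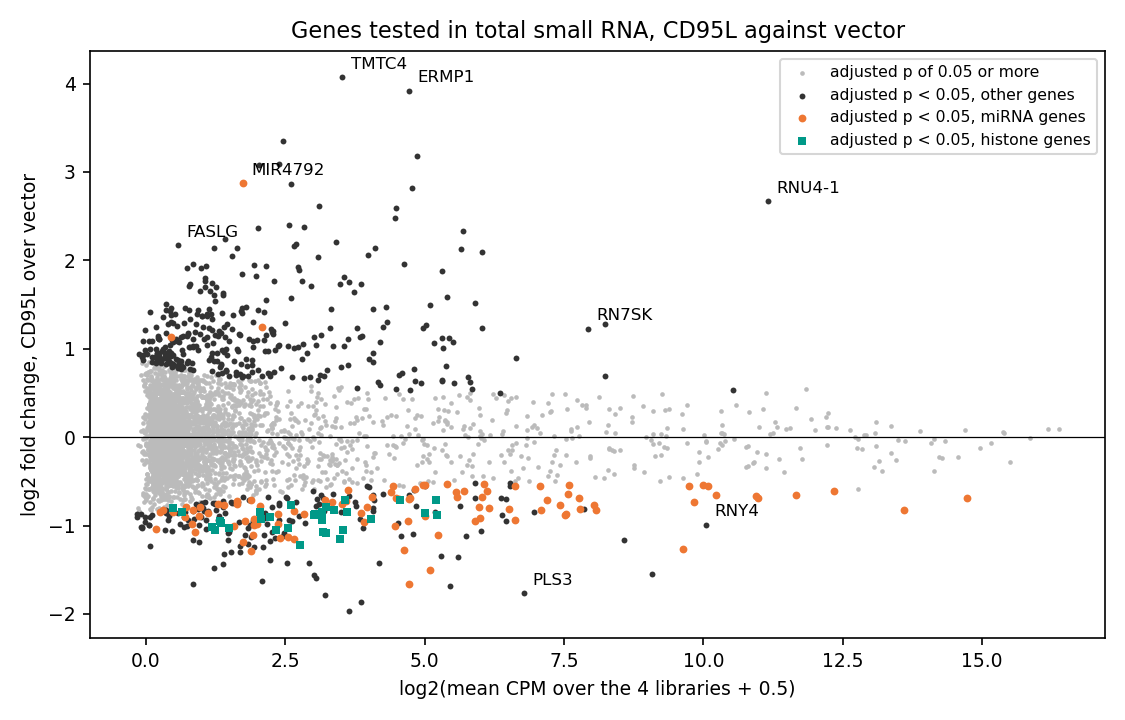
log2 fold change of CD95L over vector against log2 of the mean CPM over the 4 libraries plus 0.5, with 1 point per tested gene (3878). Grey genes did not pass, and black, orange (miRNA genes) and green (histone genes) points passed an adjusted p of 0.05. The orange points lie below 0 except for 3 genes, and every green point lies below 0.

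Of 247 miRNA genes tested, 96 were lower, 3 higher and 148 did not pass (124 lower and 4 higher when adjusted over the list alone), and the median log2 change was -0.51. With library totals 27 were lower and 3 higher, with TMM factors from miRNA genes alone 4 and 8, and without a low-count filter 0 and 1. Without that filter, with 20300 genes of all classes tested, the miRNA median was -0.135. With TMM factors from miRNA genes alone the median turned to 0.02 while the median of all genes moved to 0.42. Relative to all genes the miRNA median was -0.40 there and -0.51 in the fit reported. Apart from the pseudocount, a scaling factor shifts all genes of a library alike, so these relative medians do not test the scaling. MIR21, the most abundant miRNA gene, changed from 32224 ± 872 to 21770 ± 8701 CPM (log2 change -0.69, SE 0.25, limma adjusted p = 0.038) and MIR30A by -0.82 (adjusted p = 0.0057). Over the alternatives with all libraries MIR21 had adjusted p values of 0.0014 to 0.87, the highest with TMM factors from miRNA genes alone (log2 change -0.12), and it did not pass with upper-quartile factors (0.095), without a low-count filter (0.46), with a mean normalized count of at least 3 (0.080), with a pseudocount of 0.1 (0.060), without an intensity trend (0.087) or with the replicate block (0.33, edgeR 0.32), nor without vector replicate 1 (0.56) or vector replicate 2 (0.60). MIR30A did not pass with TMM factors from miRNA genes alone (log2 change -0.25, adjusted p = 0.69), without a low-count filter (0.34) or with the replicate block (0.15, edgeR 0.16), nor without vector replicate 1 (0.50) or vector replicate 2 (0.44). Among the steepest falls were MIR301A (from 38.4 ± 3.38 to 13.1 ± 6.11 CPM) and MIR374A (from 48.7 ± 5.28 to 18.7 ± 8.60 CPM). Besides MIR4792 (5, 4, 77 and 80 reads in vector 1, vector 2, CD95L 1 and CD95L 2), the rises were MIR146A, a regulator of innate immune signaling (26, 35, 99 and 61 reads), and MIR1248 (4, 7, 22 and 18 reads), which lies outside the naming rule and was chosen after its values were seen, to complete the count. The set test gave an adjusted p of 1.8e-20 for miRNA genes (camera in limma), 0.91 with an estimated correlation and 0.38 with fry. Leaving out 1 library gave 0 lower miRNA genes without vector replicate 1 (17 at an unadjusted p below 0.05; edgeR 8), 27 without vector replicate 2, 157 without CD95L replicate 1 and 77 without CD95L replicate 2.

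Of 9 let-7 genes, whose miRNAs repress growth-promoting transcripts, 3 fell (MIRLET7I, MIRLET7F1 and MIRLET7G, whose calls ended in 5, 9 and 10 of 19 alternatives with all libraries; 4 adjusted over the list alone), with a median log2 change of -0.42 that turned to 0.15 with factors from miRNA genes alone. Of 6 genes of the miR-17~92 cluster and its paralogs, which promote proliferation, 4 fell, among them MIR19B2 (-1.19) and MIR106B (-0.67; calls ended in 2 and 4 of 19 alternatives with all libraries), and the median of -0.53 turned to 0.02 with those factors (5 fell adjusted over the list alone). Of 8 p53-regulated miRNAs 3 fell, including MIR34C (-1.11) and MIR15A (-0.95; each call ended in 3 of 19), and 7 did so adjusted over the list alone. Camera in limma gave adjusted p values of 0.012, 0.0060 and 0.0060 for these 3 lists and adjusted p = 0.91 with an estimated correlation for each, and against the other miRNA genes their adjusted p values were 0.73. The let-7 call ended without either vector library (camera adjusted p = 0.078 and 0.089 in limma), the miR-17~92 call without vector replicate 1 (0.073) and the p53 miRNA call without vector replicate 1 (0.12) or CD95L replicate 2 (0.099). None of the 5 miR-200 and miR-183 family genes passed limma (1 at an unadjusted p below 0.05; MIR182 had 1871 ± 32.5 and 1588 ± 503 CPM), nor did the 3 miRNA genes that are processed without Drosha or as mirtrons (0 at an unadjusted p below 0.05; MIR320A had 184 ± 5.05 and 159 ± 49.4 CPM). In both lists edgeR called 0, and none passed limma adjusted over the list alone. No gene of the imprinted 14q32 cluster or of the primate 19q13 cluster had enough reads to be tested. Among miRNAs typical of other tissues 2 could be tested and both fell, MIR142 by 1.27 and MIR7-1 by 0.72 on the log2 scale (both also adjusted over the list alone). The MIR7-1 call ended in 6 of 18 alternatives with all libraries and without CD95L replicate 1 (adjusted p = 0.13). None of the miRNA genes named here passed limma without vector replicate 1, and without vector replicate 2 MIRLET7I (0.41), MIRLET7F1 (0.22), MIRLET7G (0.44), MIR106B (0.11) and MIR7-1 (0.51) did not. MIRLET7F1 also did not pass without CD95L replicate 2 (0.076).

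Of 56 histone genes tested, 31 fell, 0 rose and 25 did not pass (39 fell adjusted over the list alone; 11 fell with library totals), 55 had a log2 change below 0, and the median was -0.74, or -0.25 with TMM factors from miRNA genes alone. Relative to all tested genes these medians were -0.75 and -0.67, which, as for miRNA genes, does not test the scaling. HIST1H3G (chromosome 6, 26270918 to 26271413, minus strand) had 14.65 ± 0.817 CPM in vector and 6.60 ± 0.463 CPM in CD95L libraries, HIST1H2AJ 8.92 ± 1.53 and 3.69 ± 0.220, HIST1H2AM 47.4 ± 2.88 and 26.7 ± 0.0344, and HIST1H4C 44.2 ± 1.77 and 28.1 ± 0.497. Camera in limma gave an adjusted p of 1.6e-16, with 0.91 with an estimated correlation and 0.21 with fry. The number of lower histone genes was 0 without vector replicate 1 (15 at an unadjusted p below 0.05; edgeR 3), 19 without vector replicate 2, 28 without CD95L replicate 1 and 36 without CD95L replicate 2. With TMM factors from miRNA genes alone, and without a low-count filter, no histone gene passed limma. The HIST1H4C call ended in 4 of 19 alternatives with all libraries, and without vector replicate 2 (adjusted p = 0.093).

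Of 8 tested genes of the death receptor pathway 3 rose and 0 fell in CD95L cells (3 rose and 1 fell adjusted over the list alone). These were the transgene FASLG itself, CFLAR, which encodes the caspase-8 inhibitor c-FLIP (9.85 ± 3.25 and 28.8 ± 0.275 CPM, log2 change 1.47, SE 0.21), and MLKL, the executioner of necroptosis (10.6 ± 1.28 and 25.3 ± 12.003 CPM, 1.08, SE 0.21). TNFRSF10D, a decoy receptor gene of the list, had 16.3 ± 0.399 and 12.3 ± 2.35 CPM and passed as lower only adjusted over the list alone. The list had a median log2 change of 0.52 and a camera adjusted p of 0.016 in limma (adjusted p = 0.91 with an estimated correlation). The camera call ended without FASLG, a test added after the data were seen (camera adjusted p = 0.15, fry 0.040), without vector replicate 1 (adjusted p = 0.097) and without vector replicate 2 (adjusted p = 0.065).

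Genes required for survival and growth gave few calls. Most had few reads: NPM1, the most abundant core survival gene, had 7.41 ± 0.521 CPM in vector and 6.49 ± 0.659 CPM in CD95L libraries (SD, n = 2 each). Below 18.6 expected reads per library limma recovered only 8 of 48 simulated 2-fold changes. Few calls in short reads therefore do not show that these genes were unchanged. Among 63 core survival genes 1 rose and 1 fell, both also when adjusted over the list alone. RPA1, the large subunit of the single-strand DNA binding protein RPA, rose from 1.13 ± 0.0904 to 5.70 ± 2.27 CPM, and AURKB, the mitotic kinase Aurora B, fell from 3.29 ± 0.419 to 1.25 ± 0.0703 CPM. Among 18 cell cycle genes 2 fell, AURKB and the phosphatase gene CDC25A (10.2 ± 1.38 to 6.10 ± 0.636 CPM), again both adjusted over the list alone. The CDC25A call ended in 3 of 19 alternatives with all libraries and without vector replicate 2 (adjusted p = 0.17). RPS29 rose and RPL26 fell among 76 cytoplasmic ribosomal protein genes, with 0 and 0 calls adjusted over the list alone. These calls ended in 5 of 17 and 5 of 18 alternatives with all libraries, without vector replicate 2 (adjusted p = 0.14 and 0.15), and without CD95L replicate 2 (RPS29, 0.39) or CD95L replicate 1 (RPL26, 0.30). Limma called 0 of 35 translation factor genes and 0 of 9 RNAi machinery genes (DROSHA had 1.502 ± 0.0775 and 1.90 ± 0.0302 CPM). A further list held genes with Ago-bound fragments in HCT116 cells, and 0 of its 10 members passed (MYC had 7.42 ± 0.260 and 5.64 ± 1.92 CPM). At an unadjusted p below 0.05 these 3 lists held 3, 1 and 4 genes, and in each of them edgeR called 0 and 0 genes passed limma adjusted over the list alone. Among 11 p53 target genes PPM1D rose (1.38 ± 0.00502 to 2.77 ± 0.762 CPM, 0 adjusted over the list alone). Its call ended in 8 of 18 alternatives with all libraries, without vector replicate 2 (adjusted p = 0.28) and without CD95L replicate 1 (0.17). Among 10 oxidative stress genes OSGIN1 rose (0.183 ± 0.0804 to 2.15 ± 0.479 CPM; 1 adjusted over the list alone). Among 9 epithelial and mesenchymal markers FN1, the fibronectin gene, rose from 8.34 ± 1.75 to 24.5 ± 2.37 CPM (2 rose adjusted over the list alone). Limma and edgeR called 0 of 4 interferon-stimulated genes, 0 of 9 NF-kB targets and 0 of 10 genes of the unfolded protein and integrated stress response, with 0, 0 and 2 at an unadjusted limma p below 0.05. No blood or immune cell marker had enough reads to be tested. None of these lists passed camera in limma or fry as a test of direction, and with fry as a test of changes in both directions the core survival genes did (adjusted p = 0.042). Without vector replicate 1 none of the genes named here passed limma.

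**Figure D3:**
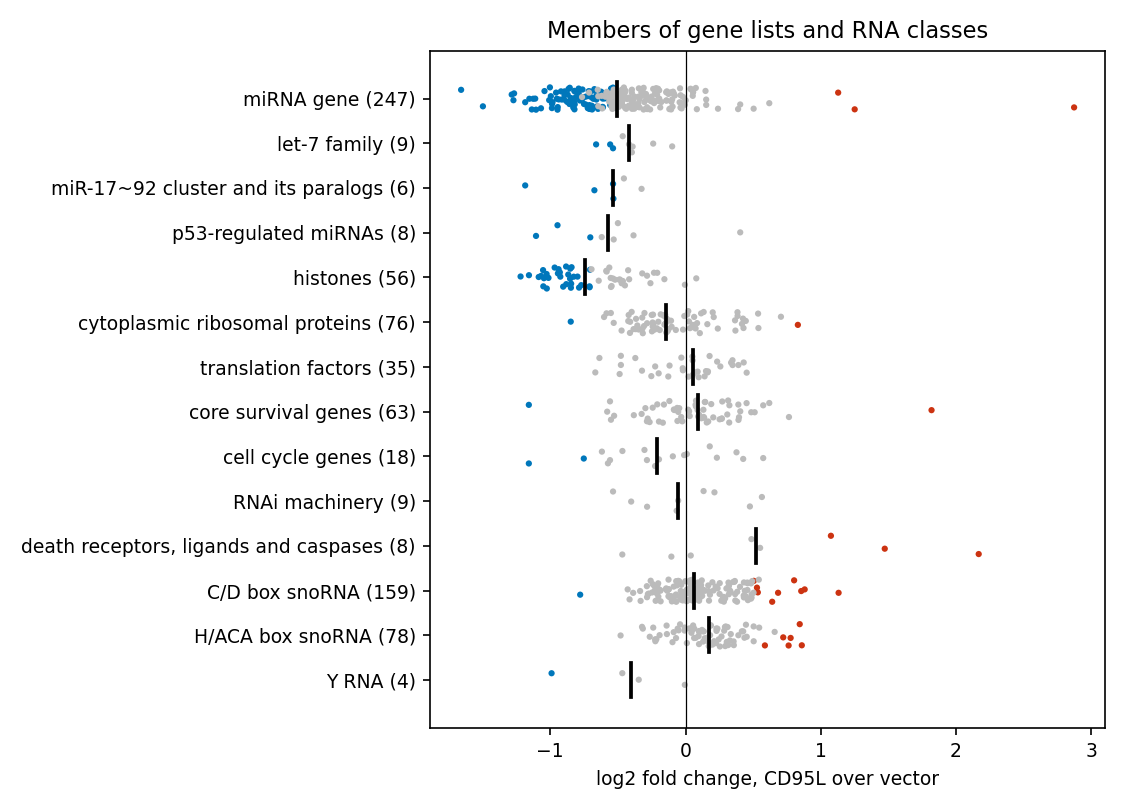
log2 fold change of CD95L over vector for each tested member of 14 RNA classes and gene lists, with the number tested in parentheses. Black bars are medians, red and blue points passed an adjusted p of 0.05 as higher and lower, and grey points did not pass. The medians of miRNA genes (-0.51, with 19 of 247 genes above 0) and histones (-0.74, with 1 of 56 above 0) lie to the left of 0, and with TMM factors from miRNA genes alone the miRNA, let-7 and miR-17~92 medians turn to 0.02, 0.15 and 0.02.

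Among abundant structural RNAs the largest change was at RNU4-1 (chromosome 12, 120293097 to 120293237, minus strand), from 594 ± 70.4 to 3977 ± 598 CPM (SD, n = 2 each; log2 change 2.67, SE 0.20, limma adjusted p = 1.4e-22). Its near-identical neighbor RNU4-2 had 177 ± 4.63 and 248 ± 13.8 CPM and did not pass (adjusted p = 0.11); it was chosen for comparison after its values were seen. Since reads that fit both copies may have been dropped or placed on either, the split between them is uncertain. RNU12, the minor spliceosome's U12 snRNA, rose from 37.1 ± 1.52 to 92.6 ± 13.6 CPM, while RNU11 and RNVU1-6 fell by 0.64 and 0.69 on the log2 scale. The calls of RNU11 and RNVU1-6 ended in 4 of 19 alternatives with all libraries each, among them TMM factors from miRNA genes alone (log2 change -0.08 and -0.15), and without vector replicate 2 (adjusted p = 0.18 and 0.10). The 17 snRNA genes thus held 2 higher and 2 lower members (the same numbers adjusted over the list alone). RN7SK, the 7SK RNA that holds the elongation factor P-TEFb inactive, rose from 141 ± 20.4 to 346 ± 18.2 CPM and RPPH1, the RNA of RNase P, from 224 ± 0.471 to 380 ± 15.4 CPM (2 of 5 genes of their class, and 2 higher and 1 lower adjusted over the list alone). RNY4 fell from 1386 ± 89.9 to 731 ± 55.3 CPM and was the only one of 4 Y RNA genes to pass (2 fell adjusted over the list alone), and the class median of -0.41 turned to 0.16 with TMM factors from miRNA genes alone. Without vector replicate 2 RNY4 had a limma adjusted p of 0.14 and RPPH1 0.43, and each call ended in 2 of 19 alternatives with all libraries. Of 159 C/D box snoRNA genes 9 rose and 1, SNORD72, fell (6 and 1 adjusted over the list alone). Of 78 H/ACA box genes 6 rose, among them SNORA14B and SNORA53, and of 22 scaRNA genes 2 rose, SCARNA16 and SCARNA7 (2 and 1 adjusted over the list alone). The SNORA14B and SNORA53 calls ended with library totals (adjusted p = 0.067 and 0.070), DESeq2 (0.13 and 0.077), without a low-count filter (0.47 and 0.40) and without vector replicate 2 (0.36 and 0.072). The SNORA14B call also ended without CD95L replicate 1 (0.068). The SNORD72 call ended in 3 of 19 alternatives with all libraries and without vector replicate 2 (0.12). The SCARNA7 call (limma adjusted p = 0.046) ended in 11 of 19 alternatives with all libraries, among them library totals (0.12), upper-quartile factors (0.11), RLE factors (0.060), DESeq2 (0.095) and the replicate block (0.082), and without vector replicate 1 (0.44), vector replicate 2 (0.59) or CD95L replicate 2 (0.15). None of 4 vault RNA genes passed limma, nor did the single ribosomal RNA gene tested, RNA5S9 (0 at an unadjusted p below 0.05 and 0 by edgeR in both classes). Among 58 long intergenic or antisense RNA genes 6 rose, including RAB11B-AS1, and 8 fell, including LINC00324 (514 ± 1.26 to 247 ± 83.5 CPM) and MIR17HG, the host gene of the miR-17~92 cluster (289 ± 14.3 to 173 ± 8.46 CPM); adjusted over the list alone there were 7 and 8. Without vector replicate 2 MIR17HG did not pass (adjusted p = 0.093), and without vector replicate 1 none of the structural and long RNA genes named here passed limma. With fry as a test of changes in both directions the snRNA (adjusted p = 0.029), vault RNA (0.042) and 7SL and 7SK (0.046) classes passed, none of which did with camera.

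**Figure D4:**
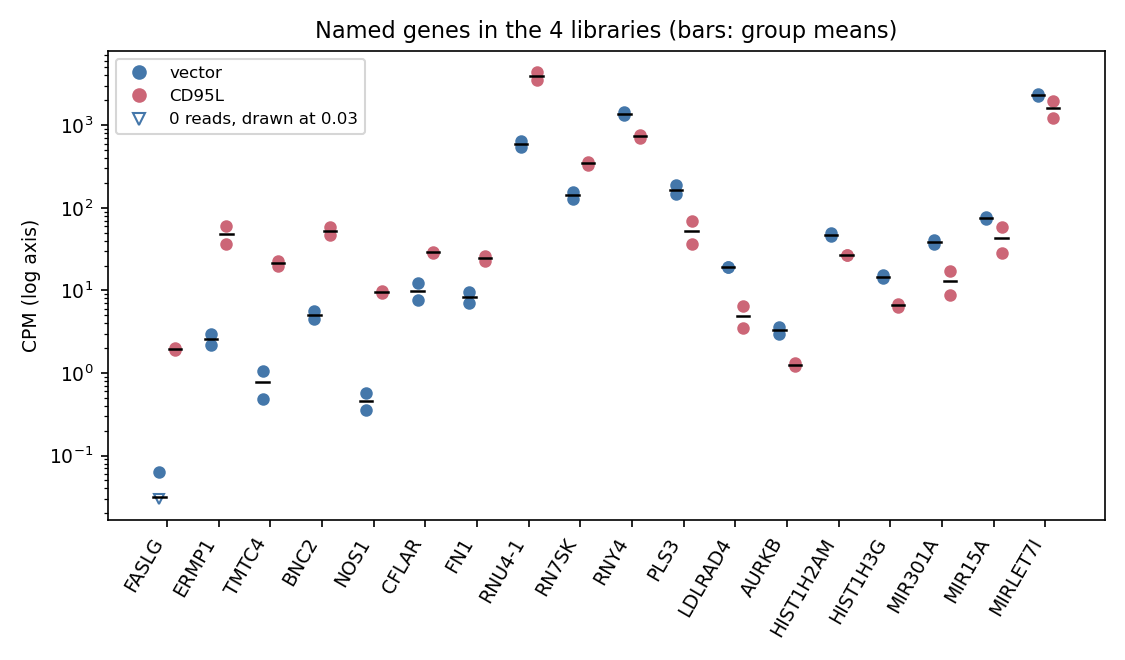
CPM of 18 named genes on a log axis, with 1 point per library (blue vector, red CD95L), black bars for group means and an open triangle at 0.03 for a library with 0 reads. FASLG had 1 and 0 reads in vector libraries and 25 and 32 in CD95L libraries, and RNU4-1 had group means of 594 and 3977 CPM.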

Values the study reported

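The study infected HCT116 cells, a different line from the one measured here, with a mutant CD95L construct in place of wild-type CD95L. It reported that fragments of CD95L made up 0.0006% of Ago-bound RNAs in HCT116 cells with intact Drosha and 0.043% in Drosha k.o. cells. It reported that miRNAs were 34% of the RNAs bound to Ago in the Drosha k.o. cells. The study also mapped CD95L reads in Ago-bound and total small RNA of HeyA8 CD95 k.o. cells expressing wild-type CD95L. It reported fewer such reads than in the Drosha k.o. cells, an overlap of some read clusters, and shorter reads in the Ago-bound fraction than in total RNA. Its text gives no share of reads for these HeyA8 cells. From mRNA sequencing of the HeyA8 CD95 k.o. cells it reported that expression of CD95L led to loss of 11 of 12 histones. Those 12 were the histones that had gone down in cells that had received siRNAs or shRNAs derived from CD95 or CD95L. In the same mRNA data the study also reported a preferential fall of survival genes, which a control set of nonsurvival genes did not show.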

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

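Pseudocounts, limma without a trend, the death receptor list without FASLG and the tests within miRNA genes were chosen after the data were seen; edgeR's quasi-likelihood test, planned as the comparison for counts, was made an alternative then, and so was its fit with the replicate block. The number of genes higher in CD95L, 337, stayed within 1.5 times under 17 of 21 alternatives. It was 782 with TMM factors from miRNA genes alone, 187 with DESeq2, 55 without a low-count filter (20300 genes tested) and 181 with at least 50 reads in 2 libraries (981 genes tested). The number lower, 290, was 97 with library totals, 27 with TMM factors from miRNA genes alone, 8 without a filter, 188 with at least 50 reads and 176 at an adjusted p below 0.01. Apart from the fewer or more genes tested and the stricter threshold, the cause was not tested. Leaving out 1 library gave 0 to 322 higher and 0 to 380 lower. The 0 came without vector replicate 1, where limma borrowed 1.76 prior degrees of freedom across genes, whereas that number was infinite in the other 3 fits, and 492 genes had an unadjusted p below 0.05 (edgeR: 126 higher, 57 lower). In these fits the lone library is assumed to vary like the other group.

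FASLG kept its direction and call under all 17 alternatives that gave it a value (log2 change 0.94 to 5.60, highest adjusted p 0.029), and ranged from 2.05 to 2.28 with 1 library left out. DESeq2 and the filter of 50 reads gave it no value. The miRNA share difference was -6.42 points without structural RNA classes, and -5.10 to -1.16 with 1 library left out. Of 28 set tests 6 passed, 2 with fry as a test of direction (Y RNA and death receptors) and 5 with fry as a test of changes in both directions. With an estimated correlation 0 passed, a form that has little power with so few libraries. With TMM factors from miRNA genes alone the signs of 3 calls turned, MIRLET7F1 (0.00022), MIRLET7G (0.035) and MIR93 (0.034), and of 3 lists that passed, with medians of 0.015 (miRNA genes), 0.15 (let-7) and 0.020 (miR-17~92), as did those of 25 named genes and 14 list medians that had not passed; those factors set the miRNA level equal by construction. Of 66 named genes past the threshold other than FASLG, 17 kept it in every alternative that used all libraries, and all 66 kept direction but lost the threshold without vector replicate 1. Depth limits genes of few reads: of simulated 2-fold changes limma recovered 8 of 48 below the median of 18.6 expected reads per library and 37 of 52 above it.

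The labels do not say whether the replicate numbers pair the libraries. Deviations of same-numbered libraries correlated at 0.0046 over genes, so no shared replicate effect was visible, which does not exclude a pairing. With the replicate block limma called 305 higher and 247 lower, edgeR (added) 286 and 224.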

Other observations

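The SNORD116 snoRNAs, a tandem cluster on chromosome 15 expressed from the paternal allele, were singled out after their values were seen. Of 19 SNORD116 genes tested, 6 rose and 0 fell (limma, adjusted p below 0.05), all 19 had a log2 change above 0 in that fit, and the median was 0.48. SNORD116-23 (25091786 to 25091877) went from 8.22 ± 1.75 to 19.4 ± 2.82 CPM and SNORD116-2 (25054210 to 25054304) from 10.5 ± 1.41 to 20.6 ± 0.151 CPM (SD, n = 2 each). The calls of both genes ended in 1 of 19 alternatives with all libraries. These copies resemble each other, so that reads could be divided between them, and the 19 values are not independent. Without vector replicate 1 no gene passed limma.

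Fragments of CD95L were 0.000188% and 0.000199% of gene-assigned reads in the CD95L libraries. The shares quoted from the study above are for Ago-bound RNA of another cell line that expressed a mutant CD95L construct, so no direction is given. Apart from fewer reads than in the Drosha k.o. cells, what the study reported on CD95L reads in HeyA8 CD95 k.o. cells concerns positions and lengths. Per-gene totals do not carry these.

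Of the tests below, those on structural RNA matches with repeats left out, on histones matched within limits, on single libraries and on scaling were chosen after the results were seen. Short reads on 295 protein-coding genes rose in CD95L. Reads of snRNAs, snoRNAs, tRNAs or ribosomal RNA that happen to match these exons could have produced such counts. A first test for exact 18-nt matches gave an odds ratio of 0.841 (95% interval 0.647 to 1.09) for genes that rose against genes that did not pass, but it is uninformative, as 86.8% of the matching genes matched through repeats alone. With repeats left out 3.39% of the genes that rose held a match (10 of 295, upper limit 6.15%). Among those that did not pass 7.997% did (218 of 2726). This argues against exact sense matches outside repeats as the whole cause. Exact matches through repeats stay open: with repeats kept, 53.6% of the genes that rose (158 of 295) held a match. The share was 57.4% (1565 of 2726) among those that did not pass. Antisense and inexact matches of the exons were not searched. After a correction for exonic GC content and length 89.2% of the 295 genes were still called. This argues against these traits of the whole exons as the whole cause, while the GC content of the reads themselves was not tested. What stays open is whether more of these transcripts, of their breakdown products or of small RNAs within their exons were present in CD95L cells. The reads carry no position here and mRNA levels are not analysed here.

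Histone counts were lower in CD95L. Histone genes are short and rich in GC, and the genes nearest to them in both (141 genes) had a median log2 change that lay above the histone median by 0.818 (bootstrap 95% interval 0.577 to 0.906), but they were longer (a median of 1036 against 499.5 bases of exon), so length was not matched. Among genes whose length lay within a ratio of 0.8 of that of a histone gene, either way, and within 5 points of its GC content the difference was 0.805 over all pairs, which long histone genes dominate, and 0.932 (0.563 to 1.097) with 1 value per histone gene. As only 2 distinct genes matched the 25 shorter histone genes, length stays open as a cause. No single library accounted for the pattern, as the histone median stayed at -0.625 or lower whichever library was left out. A candidate explanation is a lower amount of histone transcripts in CD95L cells. The study's mRNA sequencing of HeyA8 CD95 k.o. cells, quoted above, found such a loss for most histones of its set. Whether it accounts for the short reads was not tested. Fewer cells in S phase, when histone mRNA is made, would be an example of how transcripts could fall. That example was not tested on cell cycle data, and reads shared between histone copies stay open as well.

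The fall of miRNA genes was largest with CD95L replicate 2, whose miRNA share was 5.70%. Without that library, with the TMM scaling kept, the median log2 change of miRNA genes was still -0.301. Under the planned scalings that do not use miRNA genes alone, with all libraries kept, it was -0.440 or lower. The value without CD95L replicate 2 argues against that library taken alone as the whole cause. The planned scalings differ little among themselves, with medians of -0.440 to -0.565, so they cannot decide on scaling as a cause. Leaving out the library and changing the scaling at once was not tested. With TMM factors from miRNA genes alone, which set the miRNA level equal by construction, the median was 0.015. Since no added RNA of known amount was used to scale these values, a lower amount of miRNA and a larger amount of the other RNA classes give the same shares, and the data do not decide between them. A biological effect of CD95L on miRNA therefore stays open as a hypothesis.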
